A study of Homo sapiens with 6 samples. Its data were reported in "SUMOylation of zebrafish transcription factor Zbtb21 affects its transcription activity" (2024).

How the data were processed

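RNA-seq libraries of HEK293T cells were analysed in 3 groups of 2 libraries each, named from the sample titles. The groups were cells transfected with the PCS2 vector (control), with wild type zebrafish Zbtb21, and with a Zbtb21 double mutant at the lysines that accept SUMO. Per the labels, poly(A) RNA was selected, fragmented and primed at random, and libraries were read from both ends. The labels name a NovaSeq sequencer and a column-based RNA kit, while the methods of the study name another sequencer and another RNA reagent, so the instrument is unsettled here. The aligner, the counting program, the genome build and the annotation used by the authors are not stated in the labels or methods.

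For each library the authors deposited one table with a row per gene. The authors gave an expected count per gene, which held whole numbers in these tables, with the smallest listed value being 1, so genes without a count are absent and were set to 0. The authors also gave an FPKM per gene (fragments scaled to transcript length and library total) and a length. The FPKM could not be rebuilt from the count and the length with a single library total, since the implied total differed between genes of a library, and was 65.06 at the median and 153.3 at the 99th percentile of genes in control replicate 1 (in units of 1e6 fragments). The strand of the reads and the treatment of reads with several matches are not stated. The last row of each table held a sequence of 3186 bases named after the transfected zebrafish gene. It was kept out of library sizes and tests and is reported as the level of the transfected sequence.

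The tables had whole counts, so the test planned for counts was used instead of the one for FPKM alone. Expected counts were rounded to whole numbers. Genes with an FPKM of at least 1 in at least 2 libraries were tested (13563 genes, 24661 left out). Counts were normalised by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. All 6 libraries entered 1 fit without covariates, which leaves 3 residual degrees of freedom, and adjusted p values are Benjamini-Hochberg values over all tested genes. The threshold was 0.05. Standard errors of log2 fold changes were derived from the F statistic. Counts scaled to a library total of 1e6 are written CPM. CPM values given for genes are TMM-normalised, while those of the transfected sequence are per all counts in the library. Log2 values for the kept share used a prior count of 2. Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and with fry, over 9 sets and 3 comparisons.

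For each comparison with calls, the genes named are the 4 with the largest rise and the 4 with the largest fall among genes with a symbol that passed the threshold, had a mean FPKM of at least 5 in the higher group and did not overlap between the libraries of both groups. Where no gene passed, the 4 and 4 with the smallest unadjusted p were taken under the same conditions. A list of 15 further genes was fixed as well. Single-gene results of some genes chosen by the rule or the list are not reported here, while tests and counts include them. The test design, this rule, the lists and most alternatives were set before the data were examined. The kept share is the mean difference from control in the mutant divided by that in the wild type, for 250 genes raised and 250 genes lowered in one wild type and one control library, measured in the remaining libraries and averaged over 4 choices.

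Gene symbols were taken from a table of Ensembl identifiers, and 9046 of 38224 identifiers had no symbol. Gene positions, types and the GC content of the longest transcript came from GENCODE 29 on GRCh38, matched by Ensembl identifier, and 99.8% of tested genes had a GC value. The deposited tables carry no positions.

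Depth ranged from 42055971 to 51693598 counts per library. Intervals of shares are exact Clopper-Pearson 95% intervals and cover counting error only. The replicates differed by more than counting noise, with a chi-square per degree of freedom of 16.7 in the control, 91.6 in the wild type and 558 in the mutant group, so each library was counted as 1 replicate. The tests were tried on simulated counts with 200 changed genes of 13563. Each gene had the same spread in all groups and no GC trend was simulated, so the recovery may be overstated. For the wild type against the control, 30% of genes changed 2-fold and 86% of genes changed 4-fold were recovered, with 4 false calls. For the mutant against the control, these were 37% and 90%, with 9 false calls. For the mutant against the wild type, where no gene was changed, 2 genes were called. With the 200 genes changed in the mutant only, this comparison recovered 35% and 92%, with 14 false calls.

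Alternatives were other expression filters, DESeq2 1.42.0 and its size factors, limma on log2 FPKM with several scalings and pseudocounts, a block for the replicate number, fits to the 4 libraries compared, other thresholds, protein-coding genes only and fits without single libraries. Fits without mitochondrial genes, with trends on GC content or gene length removed, with sample weights, without the legacy option of edgeR, with separate controls and without a library of the group outside a comparison were added after the data were examined. With 2 libraries per group, no count of other splits of the samples was made.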

Results

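RNA-seq was carried out on HEK293T cells, a human embryonic kidney cell line that takes up plasmids readily. The cells had been transfected with the empty PCS2 expression vector, with wild type zebrafish Zbtb21 in that vector, or with a double mutant of Zbtb21 in which both lysines that accept the small protein modifier SUMO are replaced by arginine. Zbtb21 is a transcription factor with a BTB domain and zinc fingers. Each of the 3 groups had 2 libraries, which makes 6 libraries in total. The PCS2 control libraries held 45599275 and 42055971 counts. The wild type libraries held 51693598 and 48420476 counts, and the mutant libraries held 43029056 and 43175652 counts. The tables listed 38224 human genes in at least 1 library and 22631 in all 6 libraries, and 13563 genes passed the expression filter and were tested.

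Expression of the transfected sequence was examined first, since it checks which libraries carry a construct. It cannot check which of them are wild type and which are mutant. The sequence reached 16119 and 15311 CPM in the wild type libraries (15715 ± 571, SD, n = 2). It reached 16167 and 15925 CPM in the mutant libraries (16046 ± 171, SD, n = 2). Per all counts, the difference between both constructs was smaller than the spread between the wild type libraries. Per counts outside mitochondrial genes, the level was 17424 ± 1282 CPM in the wild type and 19423 ± 3170 CPM in the mutant group (SD, n = 2), a difference above the SD of the wild type group and below that of the mutant group. In the control libraries the sequence had 68.3 CPM (exact 95% binomial interval 65.9 to 70.7) and 59.8 CPM (57.5 to 62.2). These intervals cover counting error only, because PCR copies are not independent molecules. The wild type level was 245-fold and the mutant level 250.5-fold above the control mean.

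The libraries also differed within groups. Genes of the mitochondrial genome took 6.54% and 5.98% of the human counts in the control libraries and 12.3% and 7.42% in the wild type libraries. In the mutant libraries they took 25.8% and 7.43%, so the share was higher in the 4 libraries with a construct than in the control libraries and varied most within the mutant group. The median absolute log2 difference between replicates over tested genes was 0.09 in the control, 0.17 in the wild type and 0.35 in the mutant group. Mutant replicate 1 and mutant replicate 2 were thus farther apart than the replicates of the other groups. Pearson's r between replicates, across genes, was 0.9904 for control, 0.985 for wild type and 0.954 for mutant. The labels state no sequencing batch or date.

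**Figure D1:**
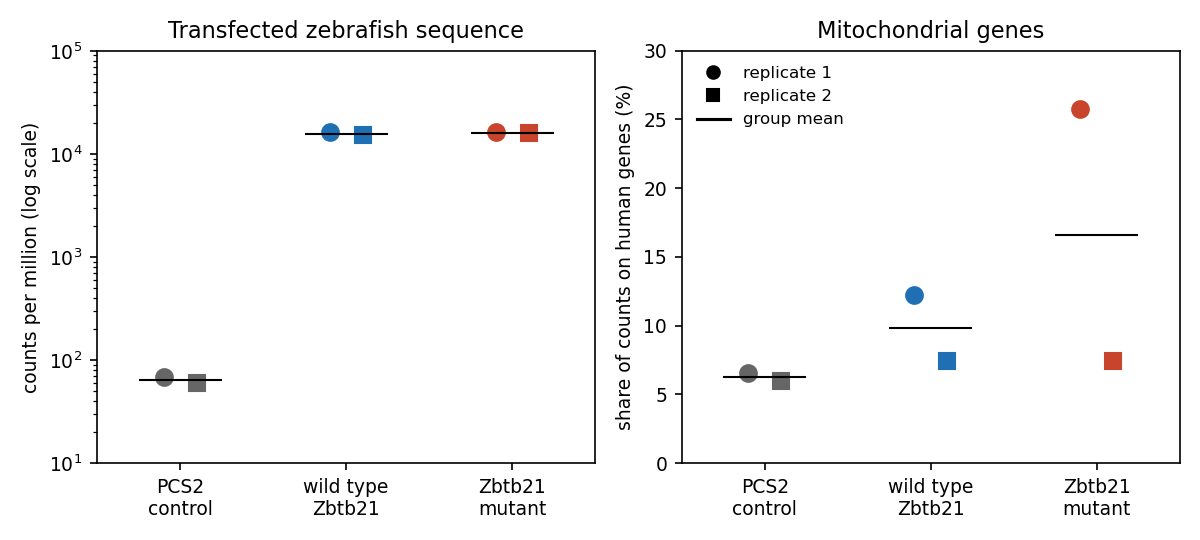
Left, CPM of the transfected zebrafish sequence on a log axis; right, share of counts on human genes that fell on mitochondrial genes, in percent. Circles are replicate 1, squares are replicate 2 and lines are group means of 2 libraries; the transfected sequence is near 16046 CPM in the mutant and 15715 in the wild type group, and mutant replicate 1 has the highest mitochondrial share, 25.8%.

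The comparison of wild type Zbtb21 with the PCS2 control asks which genes change when the factor is expressed. In the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 751 of 13563 genes had an adjusted p under 0.05, of which 237 rose and 514 fell. The genes that fell made up 68.4% of the calls. Without adjustment, 3866 genes had a p under 0.05 in this test, 1482 higher and 2384 lower in the wild type. The number of calls changed with the libraries and the model. It was 5031 when mutant replicate 1 was left out of the fit and 4994 when mutant replicate 2 was left out, although neither library takes part in this comparison. Both mutant libraries did enter the estimate of the spread that all groups share. Without either of them, the spread between mutant replicates no longer entered it. The fit to only the 4 libraries compared called 5017 genes. Limma on log2(FPKM + 0.1) called 4 genes. The decreases did not predominate in each fit, since 131 of 285 called genes fell once the trend of each library with GC content had been removed, and 2491 of 4994 fell when mutant replicate 2 was left out.

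Among genes that rose, the 4 largest changes belonged to HSPA6, IER3, HSPA1A and HSPA1B. HSPA6 (ENSG00000173110, chromosome 1, 161524540 to 161526910) was at 0.167 ± 0.0223 CPM in the control and at 29.9 ± 10.6 in the wild type libraries (SD, n = 2). Its log2 fold change was 7.46 ± 0.80 (SE) with an adjusted p = 0.042, and it rested on 16 counts in the control libraries. IER3 (ENSG00000137331, chromosome 6, 30743199 to 30744554) rose from 9.19 ± 1.07 to 29.4 ± 1.81 CPM, a log2 fold change of 1.68 ± 0.15 (adjusted p = 0.042). HSPA1A (ENSG00000204389, chromosome 6, 31815464 to 31817946) and HSPA1B (ENSG00000204388, chromosome 6, 31827735 to 31830255) had log2 fold changes of 1.67 ± 0.17 and 1.60 ± 0.18, each with an adjusted p = 0.042. HSPA1A and HSPA1B have nearly identical transcripts, so the division of reads between them is uncertain, and HSPA6 has a close copy as well. Positions are those of GENCODE 29 on GRCh38, and all of these genes are annotated as protein coding.

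Among genes that fell, the 4 largest changes belonged to IFNL1, FGF21, INHBE and IFNB1. IFNL1 (ENSG00000182393, chromosome 19, 39296325 to 39298673) decreased from 57.5 ± 3.11 to 6.10 ± 1.69 CPM, a log2 fold change of -3.24 ± 0.28 (SE, adjusted p = 0.042). This gene has close paralogs, so its reads are assigned with some uncertainty. FGF21 (ENSG00000105550, chromosome 19, 48755559 to 48758333) decreased from 8.16 ± 1.60 to 0.951 ± 0.0617 CPM, a log2 fold change of -3.10 ± 0.37 (adjusted p = 0.042). INHBE (ENSG00000139269, chromosome 12, 57452323 to 57459280) decreased from 127 ± 8.58 to 15.1 ± 0.431 CPM, with a log2 fold change of -3.07 ± 0.15 and an adjusted p = 0.013. IFNB1 (ENSG00000171855, chromosome 9, 21077105 to 21077963) decreased from 121 ± 14.9 to 19.6 ± 1.98 CPM, a log2 fold change of -2.62 ± 0.27 (adjusted p = 0.042). In all 8 genes the libraries of both groups did not overlap, which was part of the rule that chose them. FGF21 no longer passed the threshold in the fit with the replicate number as a block. With limma on log2(FPKM + 0.1), FGF21 and all 4 named genes that rose did not pass (adjusted p = 0.0858 for each).

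The comparison of the mutant with the control asks the same question for the factor that cannot be SUMOylated at these lysines. By the same edgeR test, 3 genes had an adjusted p under 0.05, and all 3 fell. At an unadjusted p under 0.05 there were 2980 genes, 1472 higher and 1508 lower. INHBE fell to 13.1 ± 1.69 CPM (SD, n = 2), a log2 fold change of -3.27 ± 0.15 (SE) with an adjusted p = 0.00947. FUT1 (ENSG00000174951, chromosome 19, 48748011 to 48755390) fell from 29.1 ± 2.19 to 4.93 ± 0.286 CPM, a log2 fold change of -2.56 ± 0.17 (adjusted p = 0.0221). RAPGEF3 (ENSG00000079337, chromosome 12, 47734367 to 47771040) lay under the expression minimum of the naming rule and is named here after its values were seen. Its log2 fold change was -2.25 ± 0.14 (SE) with an adjusted p = 0.0221. The count fell to 0 when either wild type library was left out, and DESeq2 called 1332 genes. With the GC trend of each library removed it was 312 genes.

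**Figure D2:**
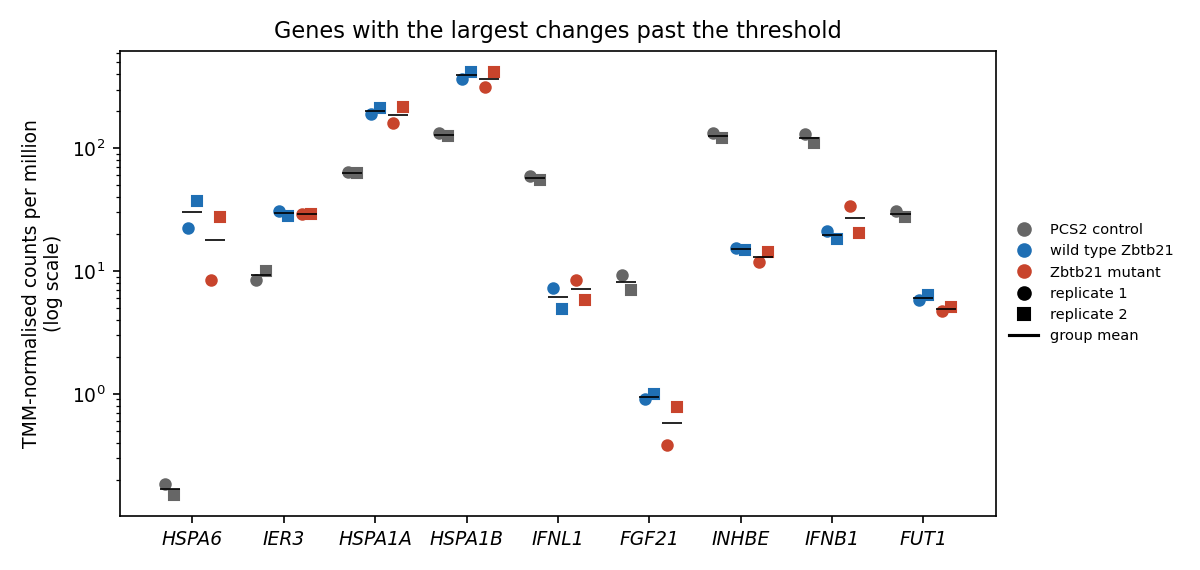
TMM-normalised CPM (log axis) of the genes with the largest changes past the threshold against the control, for PCS2 control (grey), wild type Zbtb21 (blue) and Zbtb21 mutant (red) libraries. Circles are replicate 1, squares are replicate 2 and lines are means of 2 libraries; in each gene both constructs lie on the same side of the control, for example INHBE at 127 CPM in the control, 15.1 in the wild type and 13.1 in the mutant group.

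A gene called for one construct and not for the other is not thereby shown to differ between them, so the mutant was compared with the wild type directly. No gene had an adjusted p under 0.05 in this edgeR comparison, and the smallest adjusted p was 0.529. At an unadjusted p under 0.05 there were 798 genes, 645 higher and 153 lower in the mutant, where 678 would be expected by chance. DESeq2 called 8 genes. Among the genes with the smallest unadjusted p, taken under the fallback of the naming rule, were RPL14P1, RNASEK-C17orf49, CUL4B and DDX18, which were higher in the mutant, and RBM14-RBM4, RAVER1 and JUP, which were lower. RPL14P1 (ENSG00000139239) had the smallest unadjusted p among the named genes that rose, with 16.5 ± 3.99 CPM in the wild type and 41.9 ± 1.42 in the mutant libraries and a log2 fold change of 1.34 ± 0.26 (SE). RPL14P1 is a processed pseudogene, while RNASEK-C17orf49 and RBM14-RBM4 overlap their neighbors, so their reads are uncertain. On simulated counts with 200 genes changed in the mutant only, this comparison recovered 35% of genes changed 2-fold and 92% of genes changed 4-fold. The simulation gave all groups the same spread per gene and no GC trend. The real mutant replicates differed more than those of the other groups, so these percentages may be too high.

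Both effects were then compared across genes. Pearson's r between the wild type and the mutant log2 fold changes was 0.681 over 13563 genes, and Spearman's rho was 0.705. Genes are not independent replicates, so no p is given. Both effects use the same control libraries, and simulated groups without any effect gave a mean r of 0.501 (0.414 to 0.552 over 20 simulations). Those groups were drawn with the same spread per gene. In the data, the SD of log2 differences between replicates was 0.31 in the control, 0.40 in the wild type and 0.70 in the mutant group. The shared controls may therefore add less than 0.501. When each effect was measured against another control library, r was 0.611 and 0.478. The 0.501 is no reference for these values, since their effects share no control library. Leaving out mutant replicate 2 lowered r to 0.413, so the value rested in part on that library. All 751 genes called for the wild type changed in the same direction in the mutant, and 693 of them did so with an unadjusted p under 0.05. In simulations with the wild type effects and a mutant without effect, 68.2% of the calls had the same sign in the mutant and 7.54% also had an unadjusted p under 0.05. These simulations called a mean of 1698 genes for the wild type (1514 to 1843), more than the 751 in the data, so the percentages come from longer lists. Among the calls that fell, the median log2 fold change was -0.92 in the wild type and -0.61 in the mutant. Among those that rose it was 0.84 in the wild type and 0.74 in the mutant. Between the mutant and the wild type, 187 of the 751 genes (24.9%) had an unadjusted p under 0.05, against 798 of all 13563 genes.

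**Figure D3:**
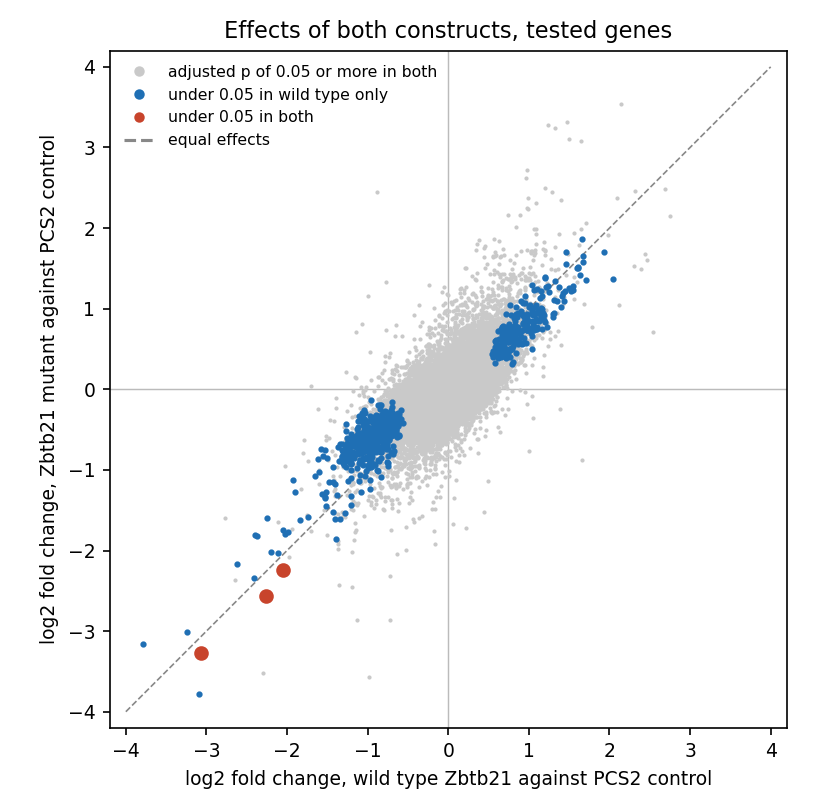
Log2 fold change of the mutant against the PCS2 control (vertical axis) by that of the wild type against the control (horizontal axis), with a point for each tested gene, from 2 libraries per group. The 751 genes called for the wild type (blue, or red for the 3 called for both constructs) lie in the quadrants of equal sign, and 18 genes lie beyond the axes.

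Because genes called in the wild type are chosen for large wild type values, the effect kept by the mutant was measured in libraries that took no part in choosing the genes. For 250 genes in each direction, chosen in one wild type and one control library, the remaining libraries gave a ratio of the mutant to the wild type effect of 1.01, with a range of 0.825 to 1.15 over the 4 choices. The ratio was 1.13 (0.776 to 1.49) for genes chosen as raised and 0.936 (0.813 to 1.04) for genes chosen as lowered. With mutant replicate 1 alone the choices ranged from 0.628 to 1.35, and with mutant replicate 2 alone from 0.837 to 1.14. When genes were chosen in the mutant, the ratio of the wild type to the mutant effect was 1.26 (1.20 to 1.32). With the GC trend removed, the ratio averaged over the 4 choices was 1.22. On simulated counts a true ratio of 1 was estimated as 0.992 and a true ratio of 0.5 as 0.470.

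A list of 15 genes had been fixed before the data were examined, with the human ZBTB21 gene, the human counterparts of the promoters and partners the study names, corepressors and components of the SUMO pathway. SPI1 was not tested, with 0.0253 ± 0.00192 FPKM in the control libraries (SD, n = 2). Of the 14 tested genes, 0 were called in any of the 3 comparisons over all genes in the edgeR test. At an unadjusted p under 0.05 there were 5 genes for the wild type and 4 for the mutant against the control. Adjusted over the list alone, 3 genes were called for the wild type, 0 for the mutant and 0 between the constructs. The human ZBTB21 gene (ENSG00000173276, chromosome 21, 41986831 to 42010387) was at 60.4 ± 7.11 CPM in the control, 34.1 ± 4.87 in the wild type and 41.0 ± 5.64 in the mutant libraries (SD, n = 2). Its log2 fold change was -0.83 ± 0.18 (SE, adjusted p = 0.0534) for the wild type and -0.56 ± 0.17 (adjusted p = 0.163) for the mutant. HDAC5 had a log2 fold change of 0.82 ± 0.21 and NCOR1 of -0.67 ± 0.17 for the wild type, with adjusted p = 0.0712 and adjusted p = 0.0678 over all genes. CDC6 had a log2 fold change of -0.33 ± 0.11 for the wild type (adjusted p = 0.114) and -0.24 ± 0.11 for the mutant (adjusted p = 0.263). ZBTB14 had -0.30 ± 0.15 for the wild type (adjusted p = 0.247) and -0.24 ± 0.15 for the mutant (adjusted p = 0.396). In the reporter assays of the study, the wild type factor repressed the CDC6 promoter and activated the zebrafish zbtb14 promoter. The study reports that both activities were impaired in mutants lacking SUMOylation. In its supplementary reporter values, however, the double mutant activated the zbtb14 promoter more than the wild type did. Those assays measured promoters on plasmids, while the values here are RNA levels of the human genes. HDAC4, which was of interest as a partner protein, had log2 fold changes of -0.40 ± 0.16 and -0.53 ± 0.16 (adjusted p = 0.166 and adjusted p = 0.157). With the GC trend removed, the number called over the list alone in all comparisons rose from 3 to 8.

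Finally, 9 gene sets fixed in advance were tested in the 3 comparisons with camera in limma. Of the 27 tests, 15 had a Benjamini-Hochberg adjusted p under 0.05, of which 4 also passed with fry and 0 passed when the correlation between genes was estimated from the data. Those 4 were the interferon response and the heat shock sets, each for the wild type and for the mutant against the control. The 17 interferon response genes had a median log2 fold change of -0.77 for the wild type and -0.67 for the mutant, and 2 of the 17 rose in each comparison. The 9 heat shock genes had median log2 fold changes of 0.62 and 0.81, and 9 of 9 rose in each. Neither set differed between the constructs (adjusted p = 0.270 for interferon response and adjusted p = 0.708 for heat shock by camera). The direction of these medians against the control was the same under each scaling that was tried, with the heat shock median for the mutant at its lowest, 0.09, when FPKM values were scaled to the same total. The 79 ribosomal protein genes had medians of 0.29 and 0.52, which became -0.06 and -0.18 when FPKM values were scaled to the same total in each library. The 37 genes of the mitochondrial genome had medians of 0.80 and 1.38. Camera passed both sets in each of these comparisons and also between the constructs (medians 0.16 and 0.66, mutant against wild type), where the ribosomal median was -0.16 on the rescaled FPKM. Between the constructs, the mitochondrial set did not pass with the GC trend removed (adjusted p = 0.397) or after quantile normalization (adjusted p = 0.572), and its difference rested on mutant replicate 1, since mutant replicate 2 and wild type replicate 2 had 7.43% and 7.42% mitochondrial counts. The ribosomal set between the constructs did not pass after quantile normalization (adjusted p = 0.0727), nor did either set for the wild type against the control (adjusted p = 0.417 for ribosomal and adjusted p = 0.0972 for mitochondrial genes). The 310 ZNF genes had medians of -0.23 for the wild type and -0.15 for the mutant against the control. The 34 ZBTB genes had medians of -0.13 and -0.27. All of these passed the threshold with camera, also with the GC trend removed. After quantile normalization neither set passed for the wild type (adjusted p = 0.163 for each) or for the mutant (0.337 for ZNF and 0.0779 for ZBTB genes). The 13 genes of the unfolded protein and integrated stress response had medians of -0.35 (adjusted p = 0.175) and -0.21 (adjusted p = 0.0177). After quantile normalization this set also passed for the wild type (adjusted p = 0.0184 by camera). The 27 histone genes (0.26 and 0.10) and the 21 replication licensing genes (0.04 and -0.01) passed in no comparison, and their signs changed with the scaling of FPKM in at least 1 comparison.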

Values the study reported

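The study reported 234 upregulated and 369 downregulated genes in HEK293T cells expressing wild type Zbtb21. For the double mutant it reported 146 upregulated and 105 downregulated genes.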

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

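The fits without mitochondrial genes, with GC or length trends removed, with sample weights, without the legacy option of edgeR, with separate controls, and without a library of the group outside a comparison were chosen after the data were examined. Leaving out a library of a compared group leaves 1 sample in it, so these fits gave values for single genes and correlations but no calls. A kept share without a wild type or control library could not be made, because both libraries are needed.

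The number of genes called for the wild type against the control, 751, stayed within a factor of 1.5 with DESeq2 size factors in edgeR (817 genes), without mitochondrial genes (954) and without the legacy option (773). With weaker or stricter expression filters it was 5 at an FPKM of at least 0.1, 52 without a filter, 284 at a mean FPKM of at least 5 and 298 with filterByExpr. It was 1203 for protein-coding genes only and 5017 in the fit to the 4 libraries compared, which kept all 751 genes. DESeq2 gave 2527 and sample weights gave 5163. Without a mutant library it ranged from 4994 to 5031. Limma on log2(FPKM + 1) gave 9 genes, 9 after quantile normalization, 8 after scaling to the same total, 6 after centring and 4 without a variance trend, and limma on log2(FPKM + 0.1) gave 4. Other thresholds gave 265 genes at an adjusted p under 0.05 and a 2-fold change, 480 at an unadjusted p under 0.05 and a 2-fold change, and 2249 at an adjusted p under 0.1. Removal of the GC trend gave 285 genes, of which 187 were among the 751, removal of the length trend gave 234, and removal of both gave 285. The cause of these changes was not tested, except that the fits without a mutant library used fewer samples. In those fits, and in the fit to the 4 libraries compared, the spread between mutant replicates did not enter the shared estimate.

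The share of calls that fell, 68.4%, was 46.0% with the GC trend removed (154 rose and 131 fell), 54.7% with the length trend removed (106 and 128) and 43.9% with both removed (160 and 125). Without a correction of this kind it was also lower in other fits, at 49.9% without mutant replicate 2 (2503 and 2491), 57.2% without mutant replicate 1 and 57.4% with only the 4 libraries compared. It was 87.5% after scaling FPKM to the same total (1 and 7) and 83.3% after centring (1 and 5), and 9 of 9 genes fell with limma on log2(FPKM + 1). On the FPKM scale as deposited, the median log2 fold change of all tested genes was -0.16 for the wild type and -0.30 for the mutant against the control, so decreases there are relative to that shift.

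For the mutant against the control, 3 genes became 28 without a filter, 1 at a mean FPKM of at least 5, 0 with only the 4 libraries compared, 1332 with DESeq2, 430 at an unadjusted p under 0.05 and a 2-fold change, and 213 at an adjusted p under 0.1. Limma on log2(FPKM + 1) gave 9 genes, 18 after scaling to the same total, 5 after centring and 6 without a trend. With the GC trend removed the count was 312 (165 rose and 147 fell), and with the GC and length trends removed it was 159 (77 and 82). Without either wild type library it was 0. Between mutant and wild type, 0 genes became 8 with DESeq2 and 40 at an unadjusted p under 0.05 and a 2-fold change, and stayed 0 in the other 24 fits. The cause was not tested.

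With the replicate number as a block, 18 genes were called for the wild type, 10 for the mutant and 0 between them. Deviations of libraries with the same number correlated at -0.002 between control and wild type, -0.05 between control and mutant and 0.39 between wild type and mutant, so the numbers were not taken as pairing. The block left 9 of the 10 named calls and all 15 gene set calls in place.

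The correlation of both effects, 0.681, ranged from 0.413 to 0.730 over the 6 fits that each left out one library, and was 0.478 and 0.611 with the separate-control choices. With log2 differences of single mutant libraries it was 0.429 for mutant replicate 1 and 0.794 for mutant replicate 2. The fits with other filters, scalings or trends removed gave from 0.663 to 0.756. The kept share, 1.01, was 1.16 with 100 genes in each direction, 1.15 and 0.825 in the highest and lowest of the 4 choices, 1.22 with the GC trend removed and 1.21 with GC and length trends removed. With mutant replicate 1 alone, the 4 choices ranged from 0.628 to 1.35, and from 0.498 to 1.98 for its raised genes.

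Of the 10 named calls, 6 passed with quantile-normalized log2(FPKM + 1) and 4 with log2(FPKM + 0.1), and all 10 passed with the GC trend removed. Those lost with quantile normalization were HSPA6, HSPA1A, HSPA1B and IFNB1 (adjusted p = 0.0504 for each). With log2(FPKM + 0.1) they were HSPA6, IER3, HSPA1A, HSPA1B, FGF21 and FUT1. None of these 10 changed sign in the fits without one library, while some fixed genes did. Among these, SUMO2 and HDAC1 changed sign between mutant and wild type without mutant replicate 1. HDAC1 went from 0.09 to -0.15 for the mutant against the control without mutant replicate 2, and HDAC7 from 0.07 to -0.03 for the wild type without wild type replicate 2. Over the named and fixed genes that are reported, 28 values from fits without one library moved by at least the standard error of the log2 fold change. The other 254 did not, and they include fits without a library of the group outside the comparison. Among fixed genes, 3 calls over the list alone became 8 with the GC trend removed. Gene set calls fell from 15 to 4 with fry, 0 with the estimated correlation and 8 after quantile normalization, of which 7 were among the 15.

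HDAC5 for the wild type passed over all genes with the GC trend removed (adjusted p = 0.0472, against 0.0645 to 0.345 in the other fits made for single genes). Some fixed genes changed sign in comparisons where they did not pass over all genes. For the wild type against the control, HDAC7 was at -0.13 with log2(FPKM + 0.1) and at -0.15 with the GC trend removed, SUMO3 was at -0.0352 with log2(FPKM + 0.1), and ZBTB14 was at 0.0492 with the GC trend removed. For the mutant against the control with log2(FPKM + 0.1), HDAC1 was at -0.27, HDAC5 at -0.00695 and SUMO3 at -0.25. After quantile normalization HDAC1 was at -0.13 and SUMO3 at -0.0236. For the mutant against the wild type, ZBTB14 and CDC6 were at -0.0808 and -0.0615 with log2(FPKM + 0.1). With the GC trend removed, ZBTB21 was at -0.0666, ZBTB14 at -0.21, CDC6 at -0.0332 and HDAC4 at 0.0488.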

Other observations

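The tests of explanations in this part were chosen after the results they bear on were seen, while the kept share, the direct comparison of the constructs, the fixed genes and the gene sets they draw on were set in advance.

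For the double mutant, 0 genes rose and 3 fell against the control here. Both counts are lower than those quoted from the study above, but this depended on the fit and the threshold. The mutant counts were higher than the quoted ones with DESeq2 (712 rose and 620 fell) and with the GC trend removed (165 and 147). At an unadjusted p under 0.05 and a 2-fold change they were also higher (243 and 187). In the other settings they were lower, for example at an adjusted p under 0.1 (110 and 103). For the wild type, 237 genes rose and 514 fell here. The study names one-way ANOVA and a threshold of 0.05 in general terms. It does not tie a test or a threshold to the quoted counts.

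The large difference in the number of calls between the constructs, 751 and 3, is far wider than the difference in the size of their effects. If the mutant kept at most 0.5 of the wild type effect, ratios near or under 0.5 would be expected. Simulated counts with a true ratio of 0.5 gave 0.459 to 0.481. Simulated choices for a true ratio of 1 spread less (0.923 to 1.04) than the choices in the data (0.825 to 1.15). The 4 choices reuse the same libraries, so their lowest value is no strict bound. A ratio near 1 also does not separate an action of Zbtb21 from a response to any expressed protein. The lowest ratio with both mutant libraries was 0.825. With mutant replicate 1 alone the lowest was 0.628. For raised genes that library gave ratios from 0.498 to 1.98 with a mean of 1.20, and mutant replicate 2 alone gave 1.01 to 1.16. A smaller effect on raised genes stays open, since the lowest choice lay under 0.5. For genes chosen in the mutant, the wild type effect was 1.26 times that of the mutant (1.20 to 1.32), and 1.49 times for raised genes. The gap depended on the threshold. In the edgeR test, 3866 genes for the wild type and 2980 for the mutant had an unadjusted p under 0.05. The mutant replicates also differed more than the wild type replicates (median absolute log2 difference 0.35 against 0.17). What this spread contributed to the gap was not tested. A GC trend between libraries is a candidate explanation for part of the gap. After the trend was removed, 285 genes were called for the wild type and 312 for the mutant, and 212 genes were called for both, of which 212 had the same direction. With the length trend removed as well, the counts were 285 and 159, so the balance depends on how the libraries are corrected. A difference between the constructs at single genes stays open, since the direct comparison called 0 genes (798 at an unadjusted p under 0.05) and recovered 35% of simulated 2-fold changes.

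The excess of decreases over increases among the wild type calls may come from the same trend. The rank correlation of the log2 fold change with GC content was 0.535 for the wild type against the control and 0.027 for the mutant, and 46.0% of the wild type calls fell once the trend was removed, compared with 68.4% before. Removal of the trend is not the only change that takes the excess away, since 49.9% of the calls fell without mutant replicate 2 and with no such removal, so the trend is not shown to be the cause. A repressive action of the factor on GC-poor genes would give the same pattern and was not tested.

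Genes rich in A and T were higher in the mutant than in the wild type, with a rank correlation of -0.734 between log2 fold change and GC content. Trends of this kind also appeared between replicates of one group, where construct plays no part. Their rank correlations were 0.369 in the control, -0.355 in the wild type and -0.521 in the mutant group. This is consistent with library preparation rather than the construct, although the trend between the constructs was steeper than each of these and a biological part cannot be excluded. With the trend removed, 254 genes had an unadjusted p under 0.05 between mutant and wild type, fewer than the 678 expected by chance.

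Mutant replicate 1 stood apart from mutant replicate 2, with a mitochondrial share of 25.8% against 7.43%. The difference between both libraries was not limited to mitochondrial genes. Without these genes the median absolute log2 difference was 0.340, above the 0.169 between the wild type libraries. A median over all tested genes hardly depends on 37 mitochondrial genes, so it cannot tell how much the mitochondrial reads contributed. An exchange of labels with a control library is argued against by the transfected sequence, at 16167 CPM in mutant replicate 1. A GC trend alone is not enough either, since the difference was 0.279 with the trend removed, against 0.153 between the wild type libraries. Damage to the cells or the RNA of that library stays open and was not tested, and the design names no biological difference between replicates.

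The control libraries held 0.403% of the transfected sequence's level in transfected libraries, although they received the empty vector. Reads of the human ZBTB21 gene counted on the zebrafish sequence could give such counts, and there were 1.14 counts of the sequence per count of human ZBTB21 in control replicate 1 and 0.831 in control replicate 2. The library with more human counts (3027 against 2726) thus had fewer counts of the sequence (2515 against 3114), but 2 libraries are too few to exclude it. Carry-over from the transfected libraries is another possible explanation. It would leave every gene at 0.403% of its transfected level or more in the control, and the lowest such gene, HSPA6, was at 0.786%. That is above the level needed, so these explanations cannot be told apart.

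Interferon response genes were lower and heat shock genes higher with both constructs than with the empty vector. A GC trend is argued against, since the interferon set had a median log2 fold change of -0.61 for the wild type with the trend removed. A response to any expressed protein, or to a different amount of plasmid, rather than to Zbtb21 may give the same changes. The only other construct, the mutant, had a median of -0.67 for the interferon set, and no group with an unrelated insert was analysed here, so the design cannot tell them apart.

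The human ZBTB21 gene was lower with both constructs. A GC trend is argued against as the whole cause, because with the trend removed its log2 fold change was -0.37 for the wild type and -0.44 for the mutant, with adjusted p = 0.0305 and adjusted p = 0.0328 over the list alone. Over all genes it passed with neither construct in this fit or without the removal. Over 24 fits that made calls, it fell in all 24 for both constructs. For the wild type it passed in 7 of them (adjusted p from 0.00179 to 0.371), and for the mutant in 0 (0.0716 to 0.399). With the GC and length trends removed together, its log2 fold change for the wild type was -0.24 (adjusted p = 0.202), so a joint effect of both trends stays open. Repression of the human gene by its zebrafish counterpart is a hypothesis that these data leave open.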
